A study of Homo sapiens with 4 samples.

How the data were processed

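The data were 4 whole-genome bisulfite libraries of HUDEP-2 cells, 1 each from non-differentiated untreated cells and from cells differentiated with DMSO, with a DNMT1 inhibitor or with an EED inhibitor. Per the labels' protocols, compounds were present in 0.1% DMSO from expansion onward, through 4 days of differentiation growth and 2 days of maturation. Doses and compound names were not given. Genomic DNA was mixed with a small amount of lambda DNA, converted with bisulfite and made into libraries with the Accel-NGS Methyl-Seq kit, and most paired-end reads mapped to a single place in hg38, per the labels' protocols and the series' design text. The aligner, removal of duplicates, trimming and the methylation caller were not stated. These steps can move levels, for instance by unremoved duplicates that make reads less independent or by untrimmed ends with artificial bases.

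Each table deposited by the authors has 1 line per CpG with its coverage as a count of reads, and the percent of those reads with C and with T, in methylKit's layout per the file headers. The deposited percent values are rounded to 1 decimal and, multiplied by the deposited coverage count, gave whole reads within a tolerance of 0.0005 of the coverage, so methylated read counts were recovered by rounding. Above 1000 reads that tolerance exceeds the rounding to a whole read, so any value passes and the count is only approximate. This concerns 1790 to 2086 CpGs per library. In the deposited tables both strands of a CpG were merged, and every CpG had a coverage count of at least 10. CpGs under that minimum are therefore missing, and these are frequent in GC-rich promoters. Positions are those of the C of the CpG on hg38, counted from 1, for nearly all lines. On chromosome 1, for example, 2120951 of 2121500 positions listed in any library fell on a CpG of the reference. The others were not removed. No chromosome M or lambda lines were in the tables used, so the conversion rate was not measured directly.

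CpGs on chromosomes 1 to 22 and X with a line in all 4 tables were used. The methylation level of a set of CpGs is its methylated reads over all its reads, in percent, so deeper CpGs weigh more. Mean coverage of a listed CpG was 27.2 to 29.7 reads per library, and 95% Wilson intervals were computed for levels of single CpGs and regions. They cover counting error only. Differences are in percentage points, as first group minus second, in the directions DMSO minus non-differentiated, DNMT1 inhibitor minus DMSO and EED inhibitor minus DMSO.

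CpGs, non-overlapping windows of 1000 bp with at least 3 shared CpGs, and promoters with at least 5 shared CpGs were tested by two-sided Fisher's exact tests on methylated and unmethylated reads. Benjamini-Hochberg adjustment was made within each comparison and kind of unit. A call needed an adjusted p under 0.01 and a difference of at least 25 points. Such tests compare 2 libraries, not conditions. To show what chance gives, pairs of libraries with no difference were simulated by binomial draws at the pooled level with the real coverages, and the same was done for the pair of inhibitor comparisons that share the DMSO library. The code was tested on simulated data before use. With 200 of 2431792 windows lowered to 40% of their methylation in the coverages of the EED inhibitor comparison, 95.5% were called and 4 unchanged windows were called. In the differentiation comparison these were 94.0% and 5. The lowered windows were drawn only from those methylated enough for the expected drop to exceed 25 points. Reads were drawn independently at each CpG, so these shares are not a general sensitivity for windows.

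Genes came from GENCODE 44. Promoters span 1000 bp upstream to 500 bp downstream of the start of the MANE Select transcript for 19061 of 20033 protein-coding genes, and of the Ensembl canonical transcript for the other 972. CpG islands were computed from the hg38 sequence. Classes of CpGs were made from the non-differentiated library, genomic feature, and the number of CpGs within 250 bp. The gamma-globin promoters were measured over 250 bp on either side of each start, and the BCL11A enhancer sites over 1000 bp on either side of the point 55, 58 and 62 kb downstream of the transcript start. Adjusted p of these regions were taken over their 15 tests together.

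Choices of groups, tests, thresholds, lists and most alternative settings were fixed before the data were examined. Genes named in the text were fixed by the same rule: 22 genes tied to globin expression, DNA methylation or Polycomb, and for each comparison and direction the 5 called promoters with the largest difference. Other names were chosen after the values were seen, and this is said where they appear. The gene lists were developmental regulators (HOXA to HOXD, PAX, LHX, NKX, TBX, IRX, OTX, DLX and SIX-family genes), germline genes and imprinted genes. In the imprinted list WRB and GPR1 were matched to their current symbols GET1 and CMKLR2. A list's median promoter difference was placed among 10000 random lists of the same size matched on mean methylation over the 4 libraries. That mean includes the libraries compared, so lists were also matched on the level in the non-differentiated library and CpG density for the DNMT1 inhibitor, a choice made after the data were seen.

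The alternatives varied the coverage minimum, upper coverage limit, weighting, chromosomes, thresholds, window and promoter size, minimum number of CpGs, island definition and reads per CpG. Another divided the summed reads by the number of CpGs, as if each read covered every CpG of a region, and another split the DMSO reads between the inhibitor comparisons. Coverage ratios were computed in bins of 5 Mb and 1 Mb and centred on the median of the autosomes other than 10 and 18. Correction for conversion rate and a class of repeat sequence were planned and not run. Left out were the Y chromosome, CpGs not listed in all libraries except in 1 alternative, and allele-specific methylation, which the tables do not resolve. Gene expression and BCL11A binding were not analysed here.

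Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.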

Results

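DNA methylation was measured by whole-genome bisulfite sequencing in HUDEP-2 cells, an immortalised human erythroid precursor line that normally makes adult haemoglobin. Bisulfite converts unmethylated cytosine so that it reads as T, while methylated cytosine still reads as C. The share of C reads at a CpG is therefore its methylation level. There were 4 libraries, 1 from each of 4 groups. The groups were non-differentiated untreated cells, and cells taken through erythroid differentiation with the vehicle DMSO, with a DNMT1 inhibitor or with an EED inhibitor. DNMT1 is the methyltransferase that copies CpG methylation onto newly made DNA. EED is a subunit of the Polycomb complex that methylates histone H3. Per the labels, cells given either inhibitor raised fetal haemoglobin. The design implied 3 comparisons: DMSO against non-differentiated cells for differentiation, and each inhibitor against DMSO.

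With 1 library per group there was no spread between replicates, so no difference between conditions was tested. The tests described here compared reads of 2 libraries. Confidence intervals are 95% Wilson intervals and cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

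The deposited tables listed 24745661 CpGs in the non-differentiated library, 24689329 in the DMSO library, 24857699 in the DNMT1 inhibitor library and 24971588 in the EED inhibitor library, each with at least 10 reads. In the same order, the reads over listed CpGs summed to 672115916, 691088888, 718914703 and 741744952, and the mean coverage of a listed CpG was 27.2, 28.0, 28.9 and 29.7 reads. On chromosomes 1 to 22 and X, 23269121 of 25854361 CpGs, or 90.0%, were listed in all 4 libraries, and these shared CpGs carried all comparisons unless stated.

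Coverage relative to DMSO was even along most of the genome. In 5 Mb bins the log2 ratio of the EED inhibitor library to DMSO, centred on the other autosomes, lay between −0.08 and 0.08 on the 20 autosomes other than 10 and 18. It was −0.33 on chromosome 18 and 0.27 over the last 6 bins of chromosome 10 (medians over bins). The non-differentiated library stood at −0.16 on chromosome 18. On the 20 autosomes other than 10 and 18, bins of that library lay between −0.08 and 0.14. Those of the DNMT1 inhibitor library lay between −0.06 and 0.25, with the highest on chromosome 1. Leaving out chromosome 18 and chromosome 10 beyond 100 Mb, a choice made after the data were seen, left the genome-wide difference of the EED inhibitor at −1.04 points.

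**Figure D1:**
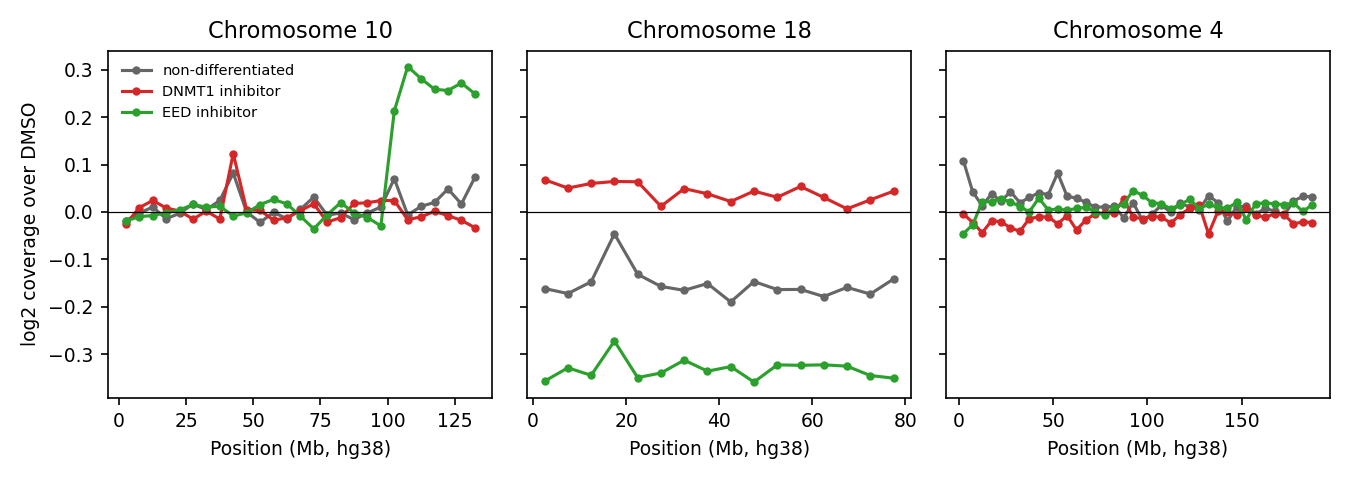
Log2 ratio of coverage to the DMSO library in 5 Mb bins (y axis) along chromosomes 10, 18 and 4 (x axis, Mb on hg38), with 1 line per library, 1 point per bin and no error bars because each group had 1 library. The EED inhibitor line lies at a median of −0.33 on chromosome 18 and steps up to 0.27 on distal chromosome 10, and chromosome 4 is shown as one without such a shift.

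The methylation level over all shared CpGs was 61.7% in the non-differentiated library and 60.3% in the DMSO library. It was 16.8% in the DNMT1 inhibitor library and 59.3% in the EED inhibitor library. Counting intervals were narrower than 0.01 points on either side of each value. The DMSO library was −1.42 points from the non-differentiated library, the DNMT1 inhibitor library was −43.5 points from DMSO, and the EED inhibitor library was −1.03 points from DMSO. Each of these differences was negative on all 23 chromosomes. The alternative that moved the DNMT1 inhibitor value most, leaving out CpGs under 20% in all 4 libraries, gave −52.8 points. Unweighted means over CpGs moved the other comparisons most, to −0.976 points for differentiation and −0.693 points for the EED inhibitor.

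CpGs at 80% methylation or more made up 48.7% of shared CpGs in the non-differentiated library, 46.6% in DMSO and 46.9% with the EED inhibitor, but 0.286% with the DNMT1 inhibitor. CpGs at 20% or less made up 21.9%, 21.7% and 22.8% in the first 3 of these libraries, and 65.4% with the DNMT1 inhibitor.

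**Figure D2:**
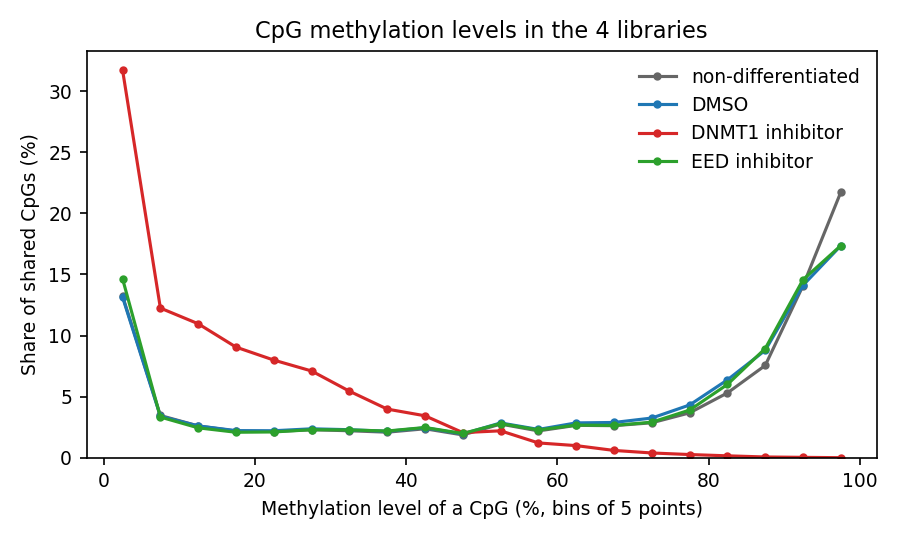
Share of shared CpGs (y axis, percent) in each 5-point bin of methylation level (x axis, percent), with 1 line per library and no error bars because each group had 1 library. The non-differentiated, DMSO and EED inhibitor lines peak at the high end and lie close together, while the DNMT1 inhibitor line is highest at the low end, with 0.286% of its CpGs at 80% or more.

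Single CpGs were compared by two-sided Fisher's exact tests on methylated and unmethylated reads, with Benjamini-Hochberg adjustment over the 23269121 CpGs. A CpG was called at an adjusted p under 0.01 and a difference of at least 25 points. For differentiation, no CpG was called in either direction. An unadjusted p under 0.05 was found at 594125 CpGs, against 447309 in a simulated pair of libraries with no difference and the same coverages. For the DNMT1 inhibitor, 14810759 CpGs were called lower, 63.6% of those tested, and 1 was called higher. For the EED inhibitor, 871 CpGs were called lower and 145 higher, and 1269883 CpGs had an unadjusted p under 0.05 against 469357 in the simulated pair. Simulated pairs with no difference gave 0 calls in each comparison when adjusted on their own. At the p cut-off of the real comparison, they gave 33998 lower and 33576 higher CpGs for the DNMT1 inhibitor, 0 lower and 1 higher for the EED inhibitor, and none for differentiation. Such pairs leave every CpG unchanged, so for the DNMT1 inhibitor, where most CpGs were called, they do not give the number expected by chance. The alternative that moved the EED inhibitor counts most upward was an adjusted p under 0.05, which called 5676 CpGs lower and 1288 higher. With every CpG thinned to 10 reads, none was called for the EED inhibitor and 3863208 were called lower for the DNMT1 inhibitor.

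The CpG called higher with the DNMT1 inhibitor lies at position 141247168 of chromosome 5 (hg38), in exon 1 of PCDHB15. It was named after its values were seen. It read 13.3% of 15 reads in DMSO, 75% of 20 reads with the DNMT1 inhibitor (adjusted p 0.000931, Fisher's exact test) and 42.9% of 14 reads in the non-differentiated library. At a minimum of 20 reads it was not tested.

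Methylation was also summed over 1 kb windows with at least 3 shared CpGs. The 2431792 windows held 9.36 shared CpGs and 275 reads per library on average. For differentiation, 21 windows were called lower and 7 higher. For the DNMT1 inhibitor, 1976581 windows, or 81.3%, were called lower and none higher. For the EED inhibitor, 646 windows were called lower and 144 higher. Simulated pairs with no difference gave 0 window calls in each comparison. CpGs on one read are not independent observations. When the reads of each window were divided by its number of CpGs, no window was called for differentiation or for the EED inhibitor, and 1606344 were called lower for the DNMT1 inhibitor. With the non-differentiated library in place of DMSO as the reference, chosen after the data were seen, 449 windows were called lower and 24 higher in the EED inhibitor library.

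Promoters were defined as 1000 bp upstream to 500 bp downstream of the transcript start, and 18118 protein-coding genes had at least 5 shared CpGs there. No promoter was called for differentiation. The DNMT1 inhibitor library had 7916 promoters called lower than DMSO, 43.7% of those tested, and none higher. The EED inhibitor library had none called lower and 4 called higher. With reads divided by the number of CpGs, 3354 promoters were called lower for the DNMT1 inhibitor and none was called for the EED inhibitor. The count for the DNMT1 inhibitor was highest, at 12219, when promoters began 2 kb upstream.

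The largest promoter decrease with the DNMT1 inhibitor was at PILRB, on chromosome 7 from 100357117 to 100358617 (hg38). Over 6 CpGs at a mean coverage of 29.8 and 27.5 reads, its level was 92.2% in DMSO (interval 87.3 to 95.3) and 7.88% with the inhibitor (4.66 to 13.0), a difference of −84.3 points with an adjusted p of 9.44e-63 by Fisher's exact test. The next 4 were ENSG00000288699, at 93.3% in DMSO and 10.7% with the inhibitor, NPB, at 93.5% and 11.6%, ANGPTL1, at 92.5% and 10.7%, and CHRNA10, at 93.7% and 12.4%. All 5 stayed past the threshold with reads divided by the number of CpGs.

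The 4 promoters called higher with the EED inhibitor were those of CAMKK1, PPP1R14B, SAT1 and ENSG00000288706. CAMKK1 (chromosome 17, 3892553 to 3894053) read 40.2% in DMSO and 69.0% with the EED inhibitor over 10 CpGs, with an adjusted p of 3.16e-06 by Fisher's exact test. PPP1R14B (chromosome 11, 64246443 to 64247943) read 15.7% in DMSO and 43.9% with the inhibitor over 22 CpGs, and 40.1% in the non-differentiated library. The promoters of SAT1 and ENSG00000288706 overlap on the X chromosome and shared the same 8 CpGs, which read 34.8% in DMSO and 61.3% with the inhibitor. All 4 had an adjusted p of 1 with reads divided by the number of CpGs.

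CpG islands were taken from the hg38 sequence as stretches of at least 200 bp with a GC content of at least 0.5 and an observed over expected CpG ratio of at least 0.6. Repeats were not masked, so the set holds every stretch that met this rule, and its share of repeat sequence was not measured. Of 153757 islands, 139905 held shared CpGs. The level over their CpGs was 63.1% in the non-differentiated library, 61.8% in DMSO, 23.4% with the DNMT1 inhibitor and 61.4% with the EED inhibitor. The differences were −1.38, −38.4 and −0.366 points for differentiation, the DNMT1 inhibitor and the EED inhibitor. A stricter definition moved the values of both inhibitors most. Under it, 23239 of 26016 islands held shared CpGs, at levels of 34.4%, 32.7%, 14.99% and 32.8% in the same order, and the EED inhibitor difference changed sign to 0.108 points. The sign depended on depth and weighting. At a minimum of 20 reads, strict islands read 35.22% in DMSO and 35.18% with the EED inhibitor. As unweighted means over strict islands the levels were 32.6% and 33.0%, and 32.8% and 33.2% at a minimum of 20 reads.

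Change was described by class of CpG, with starting levels taken from the non-differentiated library so that classes did not share counting error with DMSO. Among CpGs that started at 80 to 100%, DMSO stood at 90.3%, the DNMT1 inhibitor at 27.7% and the EED inhibitor at 90.1%. The level with the DNMT1 inhibitor was 30.7% of the DMSO level in this class and 15.1% of it in the class that started at 0 to 20%. Differences for the EED inhibitor ranged from −1.89 points in the class that started at 20 to 40% to −0.246 points in the class that started at 80 to 100%. By feature, DMSO and DNMT1 inhibitor levels were 28.1% and 7.75% in promoters, 74.0% and 21.4% in exons, 67.1% and 18.9% in introns, and 54.0% and 14.8% in intergenic sequence. Relative to DMSO, the level with the DNMT1 inhibitor lay between 27.4% and 28.9% in these 4 features. It was 45.8% in the strict CpG islands and 27.6% outside them.

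Among CpGs at 80% or more in the non-differentiated library, the level kept with the DNMT1 inhibitor rose with the number of CpGs within 250 bp. CpGs in stretches of 1 to 2 CpGs read 88.6% in DMSO and 21.3% with the inhibitor. CpGs in stretches of 21 or more read 91.1% and 38.7%. As a share of the DMSO level, these were 24.1% and 42.5%.

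**Figure D3:**
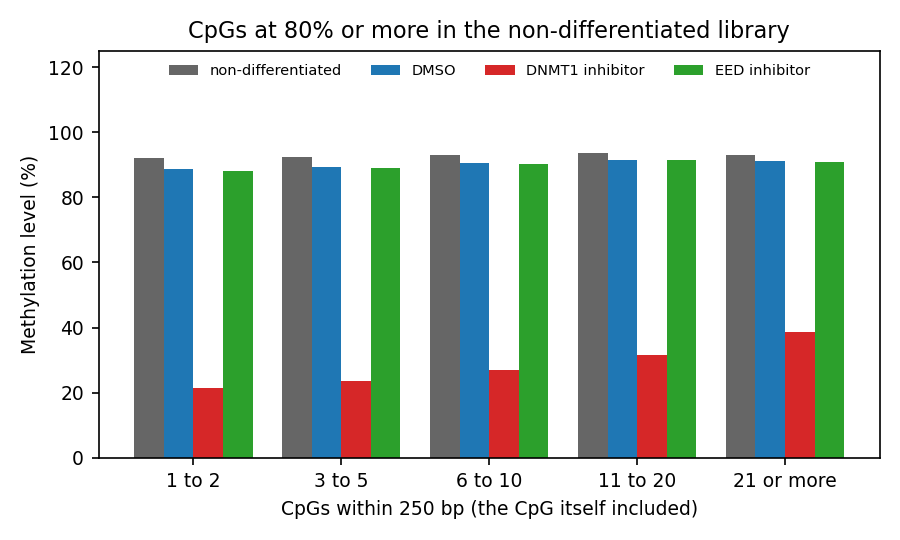
Methylation level (y axis, percent, from 0) of CpGs at 80% or more in the non-differentiated library, grouped by the number of CpGs within 250 bp including the CpG itself (x axis), with 1 bar per library and no error bars because each group had 1 library. The DNMT1 inhibitor bars rise from 21.3% in the sparsest class to 38.7% in the densest, while the DMSO bars lie between 88.6% and 91.5%.

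The fetal gamma-globin genes HBG1 and HBG2 lie on the minus strand of chromosome 11 and are near-identical copies, so reads may be shared or lost between them. Of the CpGs within 250 bp of the transcript starts, none was listed for HBG1 in any library, and 1 of 3 listed for HBG2 was shared by all libraries. That CpG lies at 5254942 (hg38), position −161 from the HBG2 transcript start and in exon 7 of the overlapping gene ENSG00000239920. It read 82.2% of 45 reads in the non-differentiated library (68.7 to 90.7), 65.8% of 38 reads in DMSO (49.9 to 78.8), 9.76% of 41 reads with the DNMT1 inhibitor (3.86 to 22.5) and 65% of 40 reads with the EED inhibitor (49.5 to 77.9). The DNMT1 inhibitor difference of −56.0 points had an adjusted p of 1.28e-06 by two-sided Fisher's exact test, over the family of 15 region tests on gamma-globin and BCL11A. The differentiation difference of −16.4 points had an adjusted p of 0.274 and the EED inhibitor difference of −0.789 points an adjusted p of 1, also by Fisher's exact test, so neither was detectable at this depth.

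Over 1000 bp upstream to 500 bp downstream, HBG1 held 6 shared CpGs, at 96.4%, 95.8%, 28.4% and 95.7% in the non-differentiated, DMSO, DNMT1 inhibitor and EED inhibitor libraries. HBG2 held 8, at 86.7%, 80.2%, 22.7% and 81.4%. All 6 and all 8 CpGs were lower with the DNMT1 inhibitor than in DMSO. This wider window changed the sign of the EED inhibitor difference for HBG2, to 1.17 points, which was not called either.

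**Figure D4:**
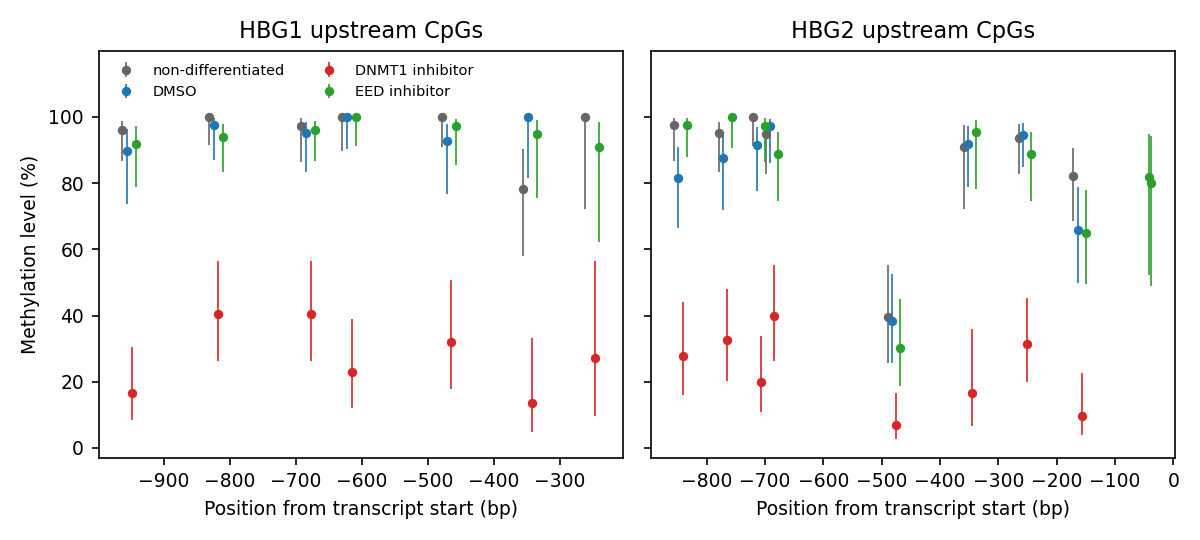
Methylation level (y axis, percent) of each listed CpG upstream of HBG1 (left) and HBG2 (right) by position from the transcript start (x axis, bp), with points for the 4 libraries set slightly apart and bars for 95% Wilson intervals. A library has no point at a CpG it does not list. DNMT1 inhibitor points lie below those of the other libraries at each CpG it lists, and at position −161 of HBG2 it reads 9.76% against 65.8% in DMSO.

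BCL11A encodes a repressor of the gamma-globin genes and is named in the study's title. Its promoter on chromosome 2, from 60553154 to 60554654 (hg38), had 6 shared of 79 listed CpGs, and the level there was 0% in 3 libraries and 1.22% with the DNMT1 inhibitor (0.216 to 6.59). At 79 to 83 reads per library summed over the 6 CpGs, a level of 0 had an upper limit of 4.42% to 4.64%. Mean coverage of these CpGs was 13.2 to 13.8 reads. A read over several CpGs counts more than once, so that limit may be too low. With 6 of 79 listed CpGs shared, most CpGs of this promoter were not compared. The erythroid enhancer lies in intron 2, in hypersensitive sites known by their distance of 55, 58 and 62 kb from the transcript start, and each was measured over 1 kb on either side. The site at 55 kb (60497654 to 60499654, 21 CpGs) read 60.1% in the non-differentiated library, 57.7% in DMSO, 12.1% with the DNMT1 inhibitor and 64.4% with the EED inhibitor. The site at 58 kb (60494654 to 60496654, 19 CpGs) read 54.4%, 45.7%, 6.91% and 49.3%. The site at 62 kb (60490654 to 60492654, 26 CpGs) read 82.9%, 82.2%, 24.6% and 80.5%. The DNMT1 inhibitor differences of −45.6, −38.8 and −57.6 points were called, with adjusted p of 5.46e-53, 3.49e-42 and 2.72e-113 by Fisher's exact test. No difference at these sites was called for differentiation or the EED inhibitor. The lowest adjusted p among those was 0.0342, for −8.70 points of differentiation at 58 kb.

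Narrower windows of 500 bp on either side moved the DNMT1 inhibitor differences of the enhancer sites most. At 55 and 58 kb the DNMT1 inhibitor differences became −18.9 and −14.3 points, under the 25-point threshold, because DMSO itself stood at 23.7% and 17.98% there. With reads divided by the number of CpGs, these sites also fell short of the adjusted p threshold, at 0.0109 and 0.0329 by Fisher's exact test, while the site at 62 kb stayed past it.

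Of the 22 genes named in advance, 19 had a tested promoter. HBA2 and ZBTB7A had no shared CpG there, and GATA1 had 1, which read 0% in each library at 10 to 15 reads. No promoter of these genes was called for differentiation or the EED inhibitor, and 6 were called lower for the DNMT1 inhibitor, both over all promoters and adjusted over the list alone. Besides HBG1 and HBG2 these were HBE1, at 83.5% in DMSO and 17.8% with the DNMT1 inhibitor, HBZ, at 58.7% and 14.2%, HIC2, at 65.7% and 15.8%, and UHRF1, at 66.0% and 8.85%. With reads divided by the number of CpGs, HBZ and UHRF1 no longer passed, at an adjusted p of 0.0128 and 0.0101 by Fisher's exact test. HBB read 15.2% in DMSO and 2.49% with the DNMT1 inhibitor, HBD 31.3% and 6.62%, and DNMT1 itself 23.1% and 6.67%, each under the 25-point threshold. The UHRF1 promoter read 54.3% in the non-differentiated library and 56.8% with the EED inhibitor, so DMSO stood above the other 3 libraries. The promoters of 10 genes, HBA1, BCL11A, LIN28B, IGF2BP1, IGF2BP3, MYB, KLF1, EED, EZH2 and CDKN2A, were under 5% in every library.

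Promoters of 3 fixed gene lists were each set against 10000 random lists of the same size matched on mean methylation, as a description of these libraries. A list of 103 developmental regulators, long-known Polycomb targets, had 99 promoters with a value. Their median difference was −0.824 points for differentiation, at percentile 0.95 of the random lists, −8.63 points for the DNMT1 inhibitor, at percentile 98.8, and 0.731 points for the EED inhibitor, at percentile 99.1. For the EED inhibitor, 60 of the 99 promoters were higher and 39 lower. Against the non-differentiated library, a reference chosen after the data were seen, the median was −0.0427 points at percentile 67.6, so the direction depended on which library served as reference.

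Of 26 imprinted genes, 25 had a value. Their median was −1.22 points for differentiation, at percentile 36.7. With the DNMT1 inhibitor the median difference was −23.5 points, at percentile 100, where matched random lists had a median of −38.6 points. For the EED inhibitor it was 2.54 points, at percentile 98.8, but 0.182 points at percentile 82.1 against the non-differentiated library and 0.0890 points at percentile 47.3 for promoters of 500 bp on either side. Of 31 germline genes, 20, or 64.5%, had a value, which is under 80%, so the description of this list is void. Over those 20, the medians were −0.878, −41.4 and −0.292 points for differentiation, the DNMT1 inhibitor and the EED inhibitor. The mean of the germline list for the EED inhibitor was 0.182 points, opposite in sign to its median. Single promoters of the lists were called only for the DNMT1 inhibitor, all lower: 15 of 99 developmental regulators, 11 of 25 imprinted genes and 19 of 20 germline genes, with the same counts adjusted over the list alone.

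Both inhibitor comparisons used the same DMSO library, so their differences share its chance deviations. Across the 2431792 windows, which are not independent replicates, the Pearson correlation between the inhibitor differences was 0.0395. Simulated libraries with no difference against the same DMSO library gave 0.510. When the DMSO reads of each CpG were split at random between the comparisons, the correlation was −0.0517, and this setting was not simulated. In 5 kb windows it was −0.112 where the simulation gave 0.506. The sign depended on the setting, but at both window sizes the observed value lay below the simulated one. The simulated libraries leave every window unchanged, while most windows were called lower with the DNMT1 inhibitor. The simulated value is therefore not the one to expect for unrelated changes, and lying below it does not decide whether the changes are related. With a shared DMSO library, unchanged libraries do not give 0, so crossing 0 is not by itself a reversal. Of the windows called lower with the EED inhibitor, 636 of 646, or 98.5%, were also called lower with the DNMT1 inhibitor, as were 81.3% of all tested windows. The first share can be raised by selection, since windows called lower with the EED inhibitor read at least 25% in the same DMSO library. No window was called higher with both, and 63 windows were called in opposite directions. Since no window was called higher with the DNMT1 inhibitor, a count of windows higher with both could only be 0.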

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

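All tests in this part were chosen after the result was seen. Read coverage was used in the comparisons only as the depth behind each methylation level, and it shows a signal of its own. In 5 Mb bins, each library's coverage was divided by that of the DMSO library, put on the log2 scale and centred on the median of the other autosomes. In the EED inhibitor library, coverage of chromosome 18 was lower than in DMSO, at a median log2 of −0.33 over 16 bins (−0.36 to −0.27). Coverage of distal chromosome 10 was higher, at 0.27 over its last 6 bins (0.25 to 0.31), while chromosome 10 up to 100 Mb stood at −0.0019. In bins of 1 Mb, the step on chromosome 10 lay near 100 Mb. Coverage of chromosome 18 was also lower in the non-differentiated library than in DMSO, at −0.16, and the DNMT1 inhibitor library stood at 0.04. The 519 bins of the other 20 autosomes lay between −0.08 and 0.08 for the EED inhibitor. They reached 0.25 for the DNMT1 inhibitor, on chromosome 1, and 0.14 for the non-differentiated library, and these bins were not examined further. What flagged the values on chromosomes 18 and 10 is that they are differences in data the comparisons do not use, beyond the control library. Relative to the median chromosome, chromosome 18 was covered 1.16 times in the non-differentiated library, 1.30 times in DMSO, 1.34 times with the DNMT1 inhibitor and 1.03 times with the EED inhibitor.

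GC content bias is argued against, since 1 Mb bins of the other autosomes with the same GC content stood at a median of −0.018 at most in size, in place of −0.33 and 0.27. A difference in replication timing or in the share of cells in S phase is argued against too. It would shift bins on many chromosomes, and 0 bins of the other 20 autosomes shifted by more than 0.2 in the EED inhibitor library. A mixture of cells with different copy number of chromosome 18 and of distal chromosome 10 is consistent with the values. All 16 bins of chromosome 18 shifted by a like amount, the one nearest 0 at −0.27, where an uneven technical loss might have scattered them. Whether the cultures drifted apart by chance, whether the inhibitor favoured cells with one copy number, or whether the cells were drawn from different stocks cannot be read from 1 library per group and was not tested. A mislabelled library was not tested either.

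The regions of shifted coverage do not account for most of the methylation differences of the EED inhibitor library. Of its called windows, 6.84% lay on chromosome 18 or on chromosome 10 beyond 100 Mb, a region that held 4.05% of the tested windows. Without these regions the genome-wide difference was −1.04 points, against −1.03 with them. The called windows are somewhat denser there, and the reason was not tested.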

How the results depend on the processing

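The alternatives named here were chosen before the data were examined, except the use of the non-differentiated library as the reference for the EED inhibitor (its windows and its gene lists) and leaving out chromosome 18 and chromosome 10 beyond 100 Mb, which were chosen after the data were seen. In all, 215 alternative values were computed, 209 planned and 6 added. Of these, 122 kept their call or its absence, kept their place against random lists, or stayed within counting error or within 1.5 times a count. Another 82 moved further and 7 fell short of a threshold. The remaining 4 were counted as reversed because their sign changed. They are both values of the correlation, 1 CpG island value and 1 gene list value given below. Some differences that were not called also changed sign and count among the 122. The 122 include alternatives at HBG2 that could not change its difference, since 1 CpG was shared there.

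Genome-wide differences kept their sign under each alternative run. For differentiation, DMSO minus non-differentiated, they lay between −1.49 and −0.976 points, for the DNMT1 inhibitor between −52.8 and −42.6 points, and for the EED inhibitor between −1.16 and −0.693 points. Most moves were larger than the counting interval, which is very narrow over so many reads. For differentiation, the upper coverage limit and chromosomes 1 to 22 alone stayed within it, at −1.42 and −1.43 points. A minimum of 20 reads gave −1.41, −43.6 and −1.11 points in that order and a minimum of 30 gave −1.35, −42.6 and −1.16. Unweighted means gave −0.976, −43.9 and −0.693, CpGs under 20% in all 4 libraries left out gave −1.49, −52.8 and −0.939, and CpGs of the compared pair of libraries gave −1.42, −43.4 and −1.02. The upper coverage limit gave −43.5 for the DNMT1 inhibitor and −1.01 for the EED inhibitor, and chromosomes 1 to 22 alone gave −43.5 and −1.02. Leaving out chromosome 18 and chromosome 10 beyond 100 Mb gave −1.04 for the EED inhibitor. Dropping CpGs low in all libraries raises the DNMT1 inhibitor value by construction, since those CpGs have little to lose. For the other moves the cause was not tested.

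Counts of CpGs depended on depth and threshold. An adjusted p under 0.05 gave 1 higher CpG for differentiation, 43 higher for the DNMT1 inhibitor, and 5676 lower and 1288 higher for the EED inhibitor. A minimum of 20 reads gave 9830818 lower and 0 higher CpGs for the DNMT1 inhibitor, and a minimum of 30 gave 3186228 and 0, with fewer CpGs tested in each. Thinning to 10 reads gave 3863208 lower and 0 higher for the DNMT1 inhibitor, and 0 lower and 0 higher for the EED inhibitor. The EED inhibitor CpG calls therefore cannot be made at 10 reads. With the upper coverage limit, which kept 23228070 of 23269121 CpGs, 712 were lower and 108 higher for the EED inhibitor. A minimum of 30 reads gave 1084 and 210 from 4570711 CpGs.

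Most counts of 1 kb windows moved with the settings. At a 15-point threshold there were 164 lower and 35 higher for differentiation and 3036 lower and 771 higher for the EED inhibitor. At 40 points there were 0 and 0, and 34 and 10. With at least 10 CpGs there were 2 and 2, and 12 and 10, and the DNMT1 inhibitor had 805936 lower. Reads divided by the number of CpGs gave 0 lower and 0 higher both for differentiation and for the EED inhibitor, because the test then sees fewer reads. Windows of 500 bp gave 35 and 14, and 1524 and 396. Windows of 5 kb gave 3 and 1, and 13 and 3, with 496866 lower for the DNMT1 inhibitor, from fewer windows. A minimum of 20 reads gave 8 and 1 for differentiation, while the EED inhibitor counts stayed close at 630 and 139. The lower count of the DNMT1 inhibitor stayed within 1.5 times under the other settings run. With the non-differentiated library as the reference, the EED inhibitor had 24 higher windows, and its lower count stayed within 1.5 times. No window was called higher for the DNMT1 inhibitor under any of these settings.

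Some promoter counts moved too. At 15 points there were 19 lower and 10 higher for differentiation, and 19 lower and 30 higher for the EED inhibitor. Reads divided by the number of CpGs gave 3354 lower for the DNMT1 inhibitor and 0 higher for the EED inhibitor. Promoters of 500 bp on either side gave 2 higher for differentiation, 4658 lower for the DNMT1 inhibitor, and 1 lower and 2 higher for the EED inhibitor. Promoters from 2 kb upstream gave 12219 lower for the DNMT1 inhibitor and 0 higher for the EED inhibitor. A minimum of 20 reads gave 1 lower for differentiation. Which promoters were shared between settings was not counted.

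CpG island values of both inhibitors moved most under the stricter definition, to −17.7 points for the DNMT1 inhibitor and, with a change of sign, to 0.108 for the EED inhibitor. The differentiation value was −1.70 points under it and moved most under unweighted means. Strict islands start from lower levels, 32.7% in DMSO, which limits the fall. At a minimum of 20 reads, strict islands read 35.22% in DMSO and 35.18% with the EED inhibitor, while as unweighted means the EED inhibitor stayed higher at both minimums. The cause was not tested. Unweighted means over islands gave −0.904, −44.7 and −0.245 points, and a minimum of 20 reads gave −1.43, −41.3 and −0.498.

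The correlation between the inhibitor differences changed sign when DMSO reads were split between the comparisons, to −0.0517, and in 5 kb windows, to −0.112. The split removes the shared DMSO deviation by construction. For the windows the cause was not tested. The value in 5 kb windows lay below the simulated 0.506, as the main value of 0.0395 lay below 0.510. Since the simulated libraries leave every window unchanged, this does not decide whether the changes are related.

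In the gene lists, the EED inhibitor median of the developmental regulators was 0.414 points with promoters of 500 bp on either side, inside the central range of the random lists, and changed sign to −0.0427 against the non-differentiated library. That of the imprinted genes was 0.0890 and 0.182 points under the same settings, also inside that range. The other 17 alternative values of the lists kept their place, although the EED inhibitor value of the germline genes went from −0.292 as a median to 0.182 as a mean.

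At the BCL11A sites, the DNMT1 inhibitor differences at 55 and 58 kb fell short of a threshold under 2 of the 3 alternatives run. Windows of 500 bp on either side gave −18.9 and −14.3 points, under 25 points since DMSO started lower there. Reads divided by the number of CpGs left the differences at −45.6 and −38.8 points with an adjusted p of 0.0109 and 0.0329 by Fisher's exact test, from fewer reads. In the windows of 500 bp on either side the adjusted p was 1.81e-08 and 3.64e-06 by Fisher's exact test. Unweighted means over CpGs changed the differences only, without a new test. The site at 62 kb kept its call under each alternative run. At HBG2 only the wider window could change the difference, and the DNMT1 inhibitor call was kept there at −57.5 points. With 1 shared CpG at HBG2 and none at HBG1, the other alternatives used the same CpG and could not change the difference. Counting these, all 12 alternatives for gamma-globin and 29 of those for BCL11A kept their call or its absence. Differences that were not called changed sign at HBG2, at 58 kb and at 62 kb.

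Depth limits single CpGs more than windows. In simulated EED inhibitor libraries with 200 windows lowered to 40% of their methylation, 95.5% of the changed windows were called but 11.9% of their CpGs. For differentiation these shares were 94.0% and 11.2%. The windows were chosen so that the expected drop exceeded the threshold, and reads were drawn independently at each CpG. The shares for windows hold for that setting only. A low count of CpGs therefore does not exclude changes of this size.

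No paired analysis was possible because each group has 1 library, and for the same reason leaving out each library in turn was not possible. Subtracting the share of unconverted reads measured on mitochondrial or lambda DNA was planned and not run, since the tables used hold no CpGs of either. Repeat-masked sequence was not analysed here because the reference sequence used was in upper case throughout. HBG1 within 250 bp had no value because no CpG was listed there.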

Other observations

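The tests on conversion, depth and coverage bias were chosen before their results were seen. The tests on a share of unaffected cells, that on imprinted promoters in the form given here and all tests on the EED inhibitor windows were chosen after the result was seen.

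The methylation level of the DNMT1 inhibitor library differed from that of DMSO by −43.5 points, and technical explanations were tested first. Incomplete conversion that differs between libraries is argued against. At 701225 CpGs with 0 methylated of 30 or more reads in the non-differentiated library, the level in the other libraries was at most 1.21%, so unconverted cytosines cannot add points of the size seen. A difference in depth is argued against too, since at CpGs covered 25 to 35 times in both libraries the difference was −44.5 points. Loss of methylated cytosines during conversion was not tested, as the tables used hold no methylated control DNA. A biological effect of the inhibitor is what the design names, and it stays open with 1 library per group.

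The methylation left with the DNMT1 inhibitor was uneven. Among CpGs at 80% or more in the non-differentiated library, the share of the DMSO level left rose from 24.1% at the sparsest CpGs to 42.5% at the densest, a difference of 18.4 percentage points. It also followed the neighbouring bases. With A or T on both sides and no other CpG within 35 bp, 19.8% was left. With C or G on both sides and another CpG within 35 bp, 38.2% was left. A share of cells that kept all their methylation would leave the same share in every class, so the 18.4 points argue against it as the whole cause. Incomplete conversion was tested at dense CpGs with 0 methylated of 30 or more reads in the non-differentiated library, which read 0.205% with the inhibitor. This argues against poorer conversion in the inhibitor library at such CpGs. It cannot speak for dense CpGs that resist conversion in every library, since the choice leaves them out. Poor coverage of GC-rich sequence is argued against, since at CpGs covered 25 to 35 times in both libraries the difference between the classes was 17.9 percentage points. A candidate explanation is that methylation is kept or restored more readily at dense CpGs when DNMT1 is inhibited, by remaining DNMT1 or by another methyltransferase. That hypothesis was found and examined on the same data. Loss of methylated cytosines that depends on the sequence, and dense CpGs that resist conversion in every library, stay open beside it.

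Imprinted promoters kept more methylation with the DNMT1 inhibitor than other promoters. The median of 25 promoters was −23.5 points, and the median share of the DMSO level left was 51.2%. MEST went from 88.6% to 63.4% and NNAT from 87.0% to 50.4%, while TRAPPC9 went from 46.8% to 5.73%. MEST, NNAT and TRAPPC9 were named after their values were seen. CpG density and starting level alone are argued against as the cause. Random lists matched on the level in the non-differentiated library and on CpG density had a median of −32.8 points, with 95% of them between −37.4 and −28.8 points and the highest at −26.4. PEG3 and ZIM2 had identical values, so the 25 promoters are fewer than 25 independent loci. A candidate explanation is protection of the methylated allele at these loci, which was not tested, since reads were not split by allele. The median DMSO level of the 25 promoters was 46.8%, near an even mix of a methylated and an unmethylated allele. MEST and NNAT lay far above such a mix in DMSO, and HTR5A, at 13.9%, lay far below it. HTR5A was also named after its values were seen. At such promoters the level itself does not point to 1 methylated allele, and copy number of the alleles was not measured. The other fixed lists set against promoters matched in the same way stood at percentile 99.3 for the developmental regulators, at −8.63 points against −10.2, and at percentile 97.3 for the germline genes, at −41.4 points against −47.6, the latter with 64.5% of its genes.

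The windows called for the EED inhibitor were mostly lower, 646 against 144. In the lower windows the mean level was 57.5% in DMSO and 27.3% with the inhibitor, and in the higher windows it was 33.4% and 63.4%. The non-differentiated library stood at 47.0% and 48.2%, and since windows were picked for a difference from DMSO, part of the distance from DMSO is expected from chance alone. A deviation of the DMSO library alone is argued against for the lower windows as a set, since 449 windows were called lower against the non-differentiated library, where DMSO itself had 21. Of the 646, however, 81 were among those 449. For the higher windows it stays open. Against the non-differentiated library, 144 of the 144 were higher in the EED inhibitor library, by a mean of 15.2 points, and 642 of the 646 were lower, by −19.7 points. These shares do not decide, because the windows were chosen partly for the level of the EED inhibitor library. Only 24 windows were called higher against the non-differentiated library, where DMSO had 7, and 3 of the 144 were among them. CpGs in the 1000 bp that begin 500 bp beyond either edge of a window, outside every called window, took no part in the choice. Compared with windows of matched methylation, they differed between the EED inhibitor and non-differentiated libraries by 0.392 points beside the higher windows (95% bootstrap interval −0.526 to 1.27) and by −0.674 points beside the lower ones (−1.10 to −0.237). The interval for the higher windows includes 0. At the same CpGs, DMSO differed from the non-differentiated library by −1.08 points beside the higher windows and by −0.159 points beside the lower ones. The first of these goes with a deviation of DMSO at the higher windows, but no interval was computed for either, so they do not decide. Counting CpGs of one read as independent inflates window tests, and no window passed when reads were divided by the number of CpGs. It is argued against as the whole cause of the lower windows, since the comparison of DMSO with the non-differentiated library, tested the same way, gave 21. Variation between cultures given the same treatment was not measured and may account for these windows.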
